# Orthologs of human circulating miRNAs associated with hepatocellular carcinoma are elevated in mouse plasma months before tumour detection

**DOI:** 10.1038/s41598-022-15061-5

**Published:** 2022-06-28

**Authors:** Liang-Hao Ding, Christina M. Fallgren, Yongjia Yu, Maureen McCarthy, Elijah F. Edmondson, Robert L. Ullrich, Michael. M. Weil, Michael D. Story

**Keywords:** Liver cancer, Tumour biomarkers

## Abstract

Research examining the potential for circulating miRNA to serve as markers for preneoplastic lesions or early-stage hepatocellular carcinoma (HCC) is hindered by the difficulties of obtaining samples from asymptomatic individuals. As a surrogate for human samples, we identified hub miRNAs in gene co-expression networks using HCC-bearing C3H mice. We confirmed 38 hub miRNAs as associated with HCC in F2 hybrid mice derived from radiogenic HCC susceptible and resistant founders. When compared to a panel of 12 circulating miRNAs associated with human HCC, two had no mouse ortholog and 7 of the remaining 10 miRNAs overlapped with the 38 mouse HCC hub miRNAs. Using small RNA sequencing data generated from serially collected plasma samples in F2 mice, we examined the temporal levels of these 7 circulating miRNAs and found that the levels of 4 human circulating markers, miR-122-5p, miR-100-5p, miR-34a-5p and miR-365-3p increased linearly as the time approaching HCC detection neared, suggesting a correlation of miRNA levels with oncogenic progression. Estimation of change points in the kinetics of the 4 circulating miRNAs suggested the changes started 17.5 to 6.8 months prior to HCC detection. These data establish these 4 circulating miRNAs as potential sentinels for preneoplastic lesions or early-stage HCC.

## Introduction

Cell-free circulating miRNAs in plasma or serum are associated with various disease conditions including cancer^1–7^. Circulating miRNAs are resistant to RNase degradation because they are either encapsulated with membranous vesicles, such as exosomes, or conjugated with protective protein complexes. They can be obtained by minimally invasive methods, such as peripheral venipuncture followed by standardized centrifugation to separate plasma. These features bring potential clinical values to circulating miRNAs as diagnostic, prognostic, and therapeutic biomarkers for cancer. Several circulating miRNAs were reported to be dysregulated at very early stage of cancers, including Stage I or II of non-small cell lung cancer^8–10^, breast cancer^11^ and glioma^12^. It is suggested that circulating miRNAs could be used for screening of early stage or incipient cancers before clinical symptoms or clear evidence from biopsy or image examination are performed^13^.

Liver cancer is the fourth leading cause of cancer-related death worldwide. It is estimated that, by 2025, > 1 million individuals will be affected by liver cancer annually^14^. Hepatocellular carcinoma (HCC) accounts for ~ 90% of liver cancers. Disease prognosis for HCC is largely driven by tumor stage at the time of diagnosis, with a 5-year survival exceeding 70% for early-stage HCC compared to a median survival of ~ 1–1.5 years for symptomatic advanced-stage cases^15,16^. Altered plasma or serum levels of miRNAs have been well-studied in HCC patients and groups of circulating miRNAs associated with HCC have been identified^17^. The question remains as to whether the changes of the HCC-associated miRNAs are detectable very early or at precancerous stages of cancer and whether they can be candidate markers for early screening.

It is often difficult to obtain human samples from early-stage asymptomatic patients and hence animal models, such as mice, are widely used for studying early biomarkers. Yet, the challenge of using mouse models is to translate the findings to human disease. We hypothesize that the functionally important miRNAs that act as key regulators in signaling pathways are conserved across different species, hence studying these key miRNAs in mice will shed light on human biomarker research.

Weighted co-expression network analysis (WGCNA) constructs gene networks, also called modules, which contain collections of genes with similar expression profiles. The theory behind the analysis is that the genes with closely functional linkages or involved in the same pathway are co-expressed in a synchronized pattern^18,19^. Within a module, genes with the greatest connectivity are identified as hub genes, suggesting important roles within the module. WGCNA also analyzes the association between modules and sample traits, which provides an effective way to explore the mechanisms behind certain traits. The analysis has been widely used in high throughput genomics data to identify key regulators and pathways in animal models as well as human disease^20–24^. In this study, we performed WGCNA analysis using an integrated dataset from gene expression and circulating miRNA profiles in a radiation-induced mouse HCC model. The hub miRNAs identified as associated with HCC were compared with human miRNA markers and then validated in an irradiated mouse model from a genetically heterogeneous stock. The HCC-associated circulating miRNAs were quantified in a time series study to investigate how early the overrepresented miRNAs can be quantified.

## Results

### Construction of gene co-expression networks and identification of HCC-associated modules in mice

We previously published gene expression analysis of HCC in C3H mice^25^. 

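Plasma of male C3H mice, an inbred strain in which liver tumors also arise without irradiation, was collected at necropsy by cardiac puncture from 8 mice with hepatocellular carcinoma (HCC) and 5 mice without it (non-HCC). Small RNA libraries were built with molecular barcodes, so that each count is a unique molecular index (UMI) and not a read. The authors aligned the reads to the mouse genome GRCm38, annotated miRNAs by miRBase and deposited the UMI count of each miRNA in each mouse, without normalization. The table lists 1826 miRNAs and 2 synthetic spike-ins, UniSP2 and UniSP4, which were added to each plasma sample before RNA isolation. No value between 1 and 9 occurs in it and the lowest value above 0 is 10, so that an entry of 0 is read here as fewer than 10 UMIs. Entries of 0 make up 30.6% of the table. In 9 entries the names of several miRNAs are joined, and these are kept as single entries.

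Between 9513136 and 14247488 miRNA UMIs were counted per HCC mouse, with a median of 11136227, and between 10467560 and 13962539 per non-HCC mouse, with a median of 13529977. The difference between the groups was within the spread between mice (exact two-sided permutation test over all 1287 splits of the mice, p = 0.347). UniSP2 gave 165794 to 938898 UMIs in HCC mice and 364466 to 731761 in non-HCC mice. UniSP4 gave 225 to 1008 UMIs in HCC mice and 504 to 867 in non-HCC mice. At least 99.8% of the spike-in UMIs of each mouse came from UniSP2, so that the mean of both, which the authors used for normalization, follows UniSP2. The groups did not differ in the log2 UMIs of UniSP2 beyond the spread between mice (exact permutation p = 0.326), nor in those of UniSP4 (exact permutation p = 0.176).

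For the levels given per mouse, 1 UMI was added to each count, the sum was divided by the mean spike-in count of that mouse relative to its geometric mean over the 13 mice, and log2 was taken. Groups were compared on the UMI counts with edgeR's quasi-likelihood test, with the mean spike-in count as the library scale, for miRNAs with at least 5 UMIs in at least 5 mice. The choice of scale can move all miRNAs of a mouse together. With the spike-in scale the median log2 fold change over all miRNAs tested was 0.78, and with TMM factors computed from the miRNA counts it was 0.17. The labels of the 8 HCC mice do not separate spontaneous from radiation-induced tumors, so they are treated as 1 group throughout.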

Using the plasma samples from the same cohort we performed small RNA sequencing. Gene expression and circulating miRNA profiles were filtered to remove genes/miRNAs that had small variances. 

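All 1826 miRNAs of the C3H table had UMIs in at least 1 of the 13 mice. The coefficient of variation, the SD over the mean across the 13 mice, was computed for each miRNA on linear spike-in-normalized counts. It ranged from 0.271 for mmu-miR-484 to 3.61, with a median of 1.16. All 1826 miRNAs therefore passed a minimum of 0.1, and the same number passed on raw UMI counts. The count depended on the scale. On log2 raw counts 1486 miRNAs passed. On log2 of the count plus 1 UMI over the unscaled spike-in mean 1241 passed, the setting that moved it most. That scale is not the one of the levels per mouse. On a log2 scale the SD over the mean depends on where 0 is set, so 1241 holds for that scale alone. The gene probes were not analysed here.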

In total, 28,630 gene probes and 1809 circulating miRNAs from each mouse were combined to construct weighted gene co-expression networks (WGCNA). We followed the guideline from the WGCNA package to use soft-thresholding power for calculating an adjacency matrix. By analyzing the network topology we chose a soft-thresholding power as β = 6, which ensured a scale-free network (R^2^ = 0.93) with good connectivity (Fig. 1A,B). A large number of co-expressed modules (758) were constructed from the pooled mRNA and circulating miRNA profiles (Fig. 1C). However, only 16 co-expression modules contained circulating miRNAs and were significantly changed in HCC mice when compared with the non-HCC mice (Fig. 1D).

**Figure 1:**
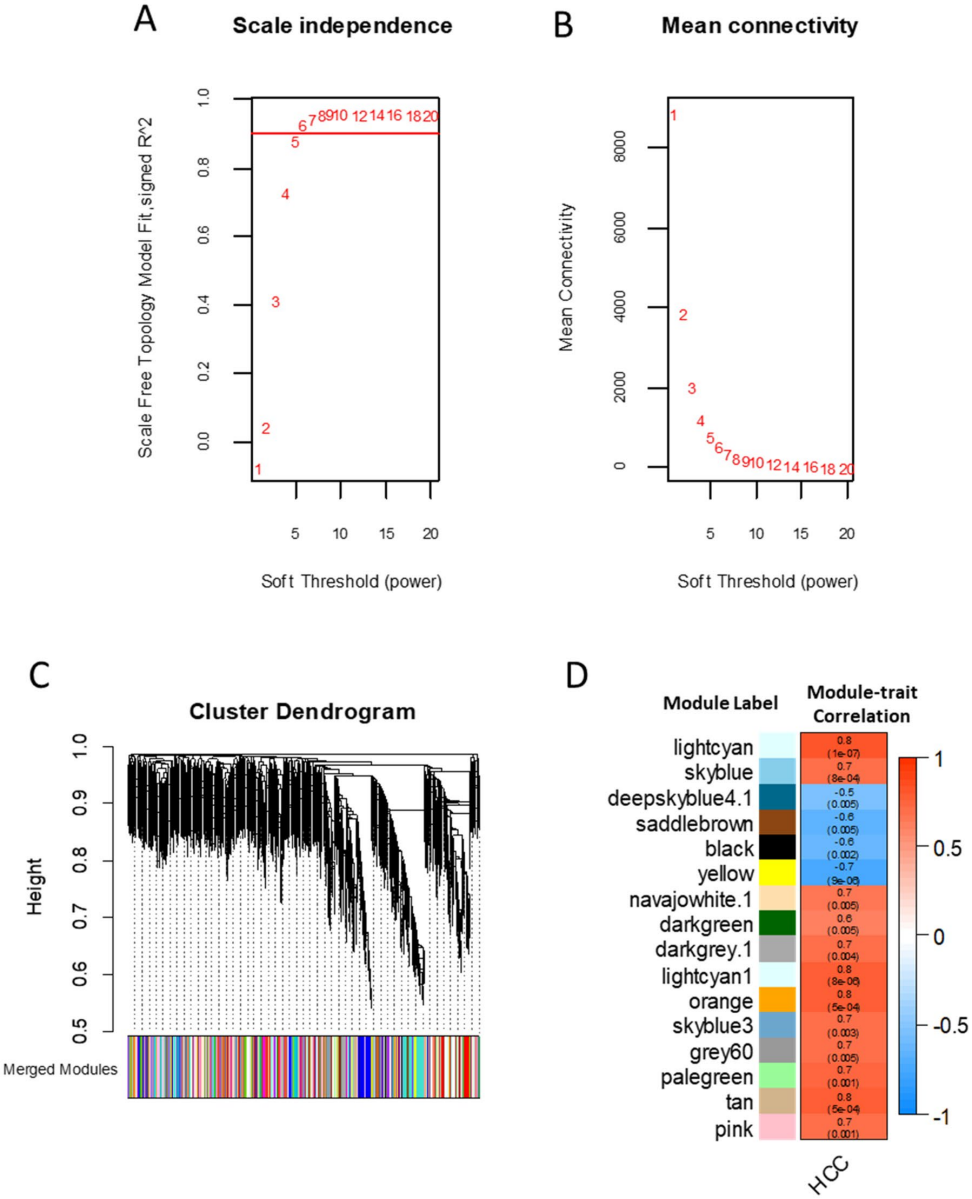
Construction of co-expression networks and identification of HCC-associated modules in C3H mice. (**A**) Relationship of soft threshold and scale-free topology index. We selected 6 as soft thresholding power, which reached R^2^ = 0.93. (**B**) Soft thresholding power as a function of connectivity. (**C**) Clustering dendrogram of genes/miRNA and assigned colors of co-expression modules. Total number of co-expression modules: 758; miRNA-containing modules: 318. (**D**) miRNA containing modules significantly associated with HCC. Numbers displayed in each module: top, correlation coefficient with HCC; bottom, p-value. Colors represent the correlation coefficients between the modules and the HCC phenotype.

### Identification of functionally significant hub circulating miRNAs in HCC-associated co-expression modules

Hub miRNAs were identified from the 16 HCC-associated modules by evaluating the intramodular membership and biological functions of each miRNA. The candidate miRNAs that showed good correlations with the module eigenvalues (FDR < 0.2) were considered as having strong memberships. The miRNAs in each module were also queried in the mirRDB functional miRNA database and then searched in TargetScan miRNA target database. We have identified 71 circulating miRNAs in 12 modules that demonstrated strong intramodular memberships and coexisted with their predicted gene targets in the same modules (Fig. 2).

**Figure 2:**
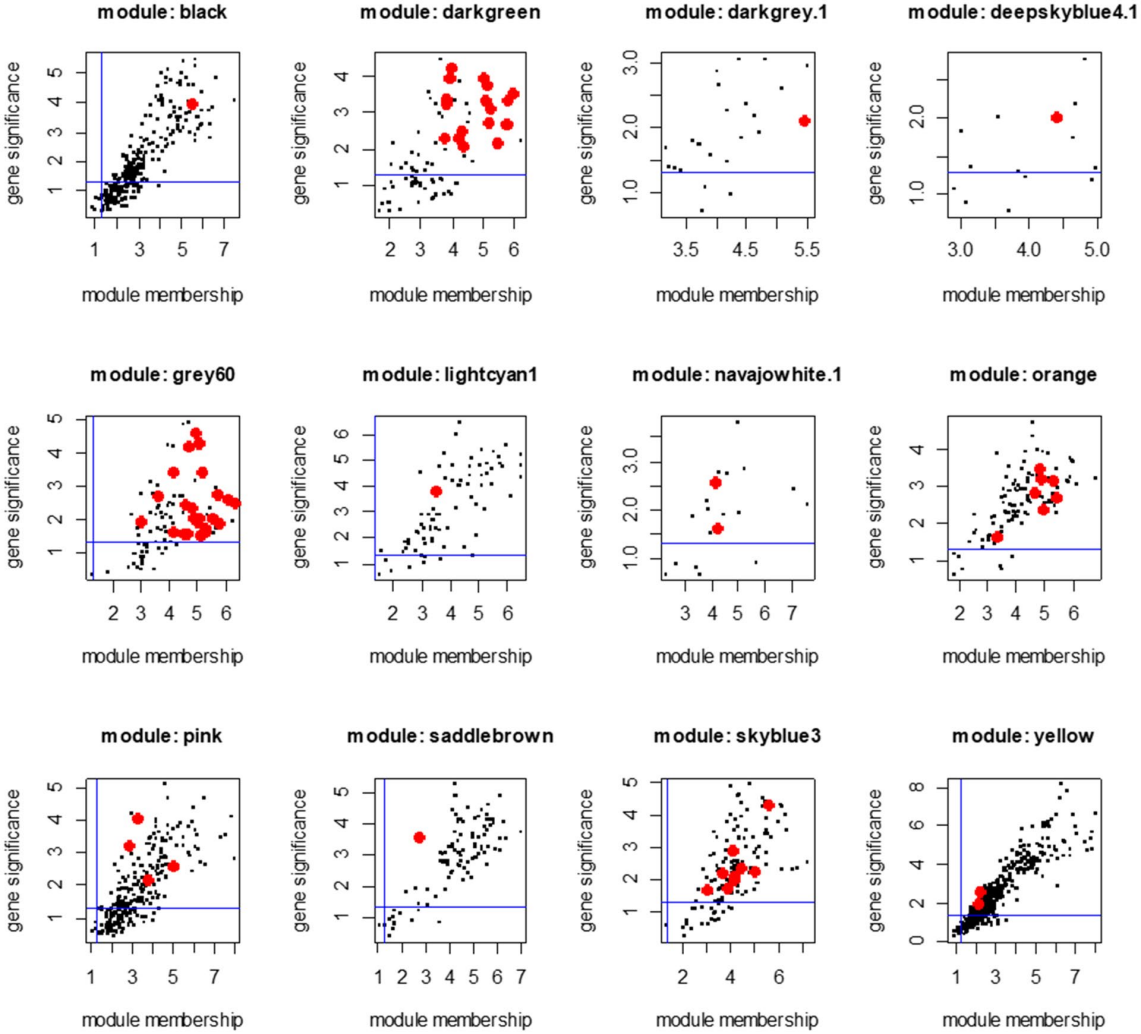
Hub miRNAs (red dots) identified in each co-expression module in C3H mice. The circulating miRNAs identified displayed strong memberships, based on WGCNA criteria, within each module and significant correlations with the HCC phenotype. Blue lines: p < 0.05.

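The association of single miRNAs with HCC was tested in the same 13 C3H mice, as the difference between the 8 HCC and the 5 non-HCC mice. The co-expression modules were not rebuilt, since the gene expression profiles were not analysed here, and the hub miRNAs were not tested as a list. Of 1452 miRNAs tested, 109 passed a Benjamini-Hochberg adjusted p of 0.05 in edgeR's quasi-likelihood test. All 109 were higher in HCC mice and 0 were lower. At an unadjusted p under 0.05 there were 283 miRNAs, of which 3 were lower in HCC mice. The absence of lower miRNAs depends on the scale and the test. TMM scaling gave 107 higher and 32 lower miRNAs, and DESeq2 with its own size factors, the setting that moved the count most, gave 156 higher and 61 lower. With spike-in scales, UniSP4 alone gave 130 higher and 1 lower, and DESeq2 with spike-in size factors 179 higher and 2 lower. On the log2 values, limma called 44 miRNAs, all of them higher. Without 1 mouse at a time the count lay between 46 and 157. In 22 of the 109 miRNAs all 5 non-HCC mice were listed at 0, where a fitted fold change has no fixed size. Of all 1452 miRNAs tested, called or not, 22 had each HCC mouse above each non-HCC mouse and 0 had each HCC mouse below, where a chance split of 8 against 5 gives 0.0777% of miRNAs in each direction. With TMM scaling there were 54 and 29.

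The 3 miRNAs with the smallest p were mmu-miR-122-5p, mmu-miR-2137 and mmu-miR-122-3p. For mmu-miR-2137 the log2 fold change was 4.01 with a standard error of 0.72 (adjusted p = 0.00566 from edgeR's quasi-likelihood test). Its log2 level was 11.58 ± 1.40 (SD, n = 8) in HCC mice and 7.99 ± 0.19 (SD, n = 5) in non-HCC mice. For mmu-miR-122-3p, the other arm of the miR-122 hairpin, the log2 fold change was 6.72 with a standard error of 1.24 (adjusted p = 0.00566 from the same edgeR test), and the log2 level was 9.51 ± 2.79 (SD, n = 8) in HCC mice and 4.43 ± 0.53 (SD, n = 5) in non-HCC mice. The gene of mmu-miR-2137 lies on chromosome X of GRCm38 from 72992079 to 72992144, in an intron of the protein-coding gene Zfp185 on the same strand.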

#### Confirmation of HCC-associated circulating miRNAs in irradiated mice with heterogeneous genetic backgrounds

An independent cohort of mice from the second-generation offspring (F2 mice) of C3H x BALB/c hybrids were irradiated and monitored for HCC. Plasma was collected from these mice 1, 6, 12 and 18 months after irradiation without the need for euthanasia. Of the 71 over-represented circulating hub miRNAs identified from tumor-bearing C3H mice, the plasma levels for 38 of those 71 miRNAs were also altered (FDR < 0.05) in HCC-bearing F2 mice at 18 months post radiation (Fig. 3A). Pathway analysis was performed by examining gene targets of these 38 miRNAs. Down-regulation of apoptosis signaling, cell cycle G1/S checkpoint, Pten signaling; upregulation of p38 Mapk signaling, p53 signaling, mTor, Vegf, Stat3 and Erk/Mapk signaling are amongst the significantly changed pathways affected by the 38 miRNA markers in HCC mice (Fig. 3B).

**Figure 3:**
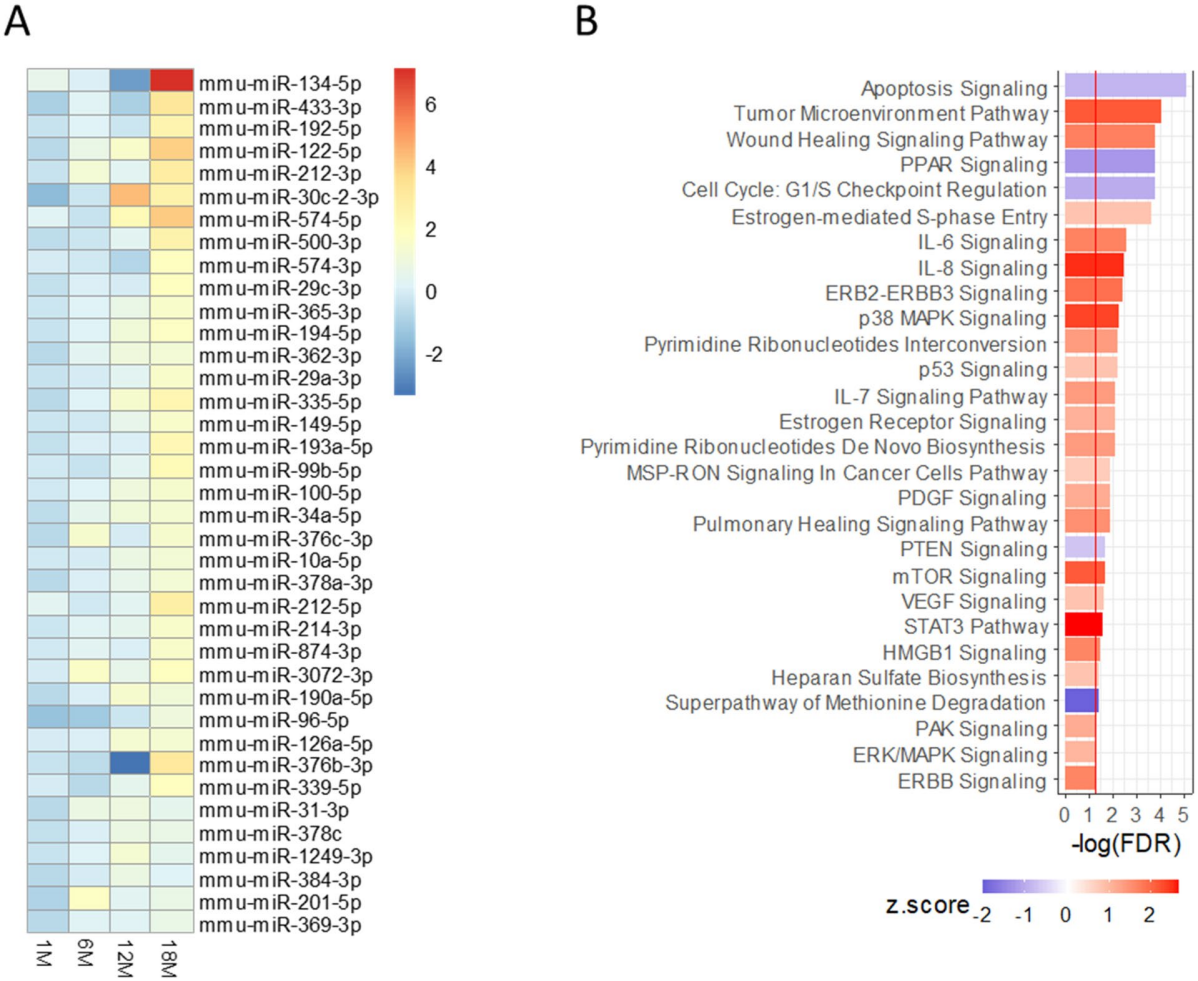
Validation of hub miRNAs in serially collected plasma samples from irradiated F2 mice diagnosed with HCC. (**A**) Normalized plasma levels of 38 circulating hub miRNA validated in F2 mice. (**B**) Signaling pathways of the predicated gene targets of the 38 validated circulating miRNA markers. The horizontal axis represents enrichment scores. The colors of the bars represent the z-scores of the pathways, red: activation; blue: suppression. The red line represents the cutoff of enrichment (FDR < 0.05).

### Comparison of mouse and human HCC-associated circulating miRNAs

We hypothesized that the functionally important hub miRNAs are conserved across different species and they are more likely the common biomarkers for HCC between mice and humans. Human HCC circulating miRNA markers were selected from a previously published study in which 12 circulating miRNAs were found significantly increased in 3 independent cohorts of HCC patients^17^. Among the 12, two miRNAs were species-specific and do not exist in mice. Seven of the remaining 10 miRNAs overlapped with the hub miRNAs in mice. 

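The 7 miRNAs shared with human HCC (miR-122-5p, miR-193a-5p, miR-365-3p, miR-574-3p, miR-34a-5p, miR-214-3p and miR-100-5p) were examined in all 8 HCC mice. Of these mice 3 had radiation-induced and 5 spontaneous tumors by the paper's methods, and the labels do not say which. The F2 mice were not analysed here. Levels are log2 spike-in-normalized UMIs, and mice are listed by number.

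Mmu-miR-122-5p is encoded by Mir122 on chromosome 18 of GRCm38 from 65248861 to 65248926, in an exon of the long noncoding RNA AC157910.3. Its level was 20.77 ± 2.60 (SD, n = 8) in HCC mice and 14.68 ± 0.59 (SD, n = 5) in non-HCC mice. HCC mice 1 to 8 had 21.79, 23.44, 16.94, 20.53, 23.44, 22.73, 17.13 and 20.17, and non-HCC mice 1 to 5 had 13.88, 14.93, 15.03, 14.25 and 15.31. Each of the 8 HCC mice lay above each non-HCC mouse (two-sided exact permutation p = 0.00233). The log2 fold change was 7.34 with a standard error of 1.17 (adjusted p = 0.00303 from edgeR's quasi-likelihood test). The fitted fold change compares means of counts and so exceeds the difference of 6.09 between the mean log2 levels. In UMIs, mmu-miR-122-5p ranged from 229906 to 4184602 in HCC mice and from 23049 to 45187 in non-HCC mice.

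Mir193a lies on chromosome 11 from 79711969 to 79712034, near Mir365-2 on the same chromosome from 79726400 to 79726511, and neither overlaps another annotated gene. A further copy, Mir365-1, lies on chromosome 16 from 13453840 to 13453926, and the UMIs of miR-365-3p cannot be assigned to either copy. Mir574 lies on chromosome 5 from 64970318 to 64970395, in an intron of Fam114a1. The level of miR-193a-5p was 8.59 ± 1.77 (SD, n = 8) in HCC mice and 5.83 ± 0.48 (SD, n = 5) in non-HCC mice, and HCC mice 1 to 8 had 8.87, 10.49, 6.00, 9.52, 10.20, 9.67, 6.08 and 7.86. The non-HCC mice had 6.19, 5.79, 5.90, 6.22 and 5.03. Its log2 fold change was 3.42 with a standard error of 0.80 (edgeR adjusted p = 0.0125), and 6 of the 8 HCC mice lay above all non-HCC mice (exact permutation p = 0.0109). The level of miR-365-3p was 11.01 ± 1.86 (SD, n = 8) in HCC mice and 8.68 ± 0.36 (SD, n = 5) in non-HCC mice, and HCC mice 1 to 8 had 10.98, 13.01, 8.12, 12.22, 12.92, 11.72, 8.55 and 10.57. In non-HCC mice the values were 8.21, 8.56, 8.55, 9.15 and 8.92. The fold change on the log2 scale was 3.08 with a standard error of 0.79 (edgeR adjusted p = 0.0200), again with 6 HCC mice above all non-HCC mice (exact permutation p = 0.0287). The level of miR-574-3p was 12.21 ± 1.45 (SD, n = 8) in HCC mice and 10.17 ± 0.50 (SD, n = 5) in non-HCC mice, and HCC mice 1 to 8 had 12.48, 12.74, 10.03, 14.38, 12.71, 13.21, 10.32 and 11.83. The 5 non-HCC mice had 9.85, 9.74, 10.23, 11.00 and 10.00. Here edgeR gave a log2 fold change of 2.53 with a standard error of 0.72 (adjusted p = 0.0326), with 6 HCC mice above all non-HCC mice (exact permutation p = 0.0124). With 1 mouse left out at a time, miR-574-3p lost its call in 7 of 13 cases and miR-365-3p in 3 of 13, while limma on log2 values called neither these 2 nor miR-193a-5p.

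Mir34a lies on chromosome 4 from 150068454 to 150068555, Mir214 on chromosome 1 from 162223368 to 162223477 in an exon of Dnm3os and, on the opposite strand, an intron of Dnm3, and Mir100 on chromosome 9 from 41531425 to 41531504 in an intron of 3110039I08Rik, with further noncoding transcripts annotated over Mir34a and Mir100. For miR-34a-5p the level was 11.95 ± 2.28 (SD, n = 8) in HCC mice and 10.21 ± 0.64 (SD, n = 5) in non-HCC mice. HCC mice 1 to 8 had 12.79, 14.36, 8.99, 12.12, 14.66, 13.52, 9.37 and 9.77, and non-HCC mice 1 to 5 had 9.66, 10.51, 9.53, 10.28 and 11.08. The log2 fold change of 2.81 with a standard error of 0.90 did not pass the threshold (edgeR adjusted p = 0.0583; exact permutation p = 0.127). It did pass under DESeq2 with spike-in size factors (adjusted p = 0.00483), and the adjusted p ranged from 0.00407 to 0.458 over the alternatives. For miR-214-3p the level was 9.00 ± 1.51 (SD, n = 8) in HCC mice and 8.09 ± 0.66 (SD, n = 5) in non-HCC mice. The HCC mice had 9.15, 10.36, 6.58, 10.18, 10.58, 9.63, 7.12 and 8.43 and the non-HCC mice 7.47, 7.90, 7.91, 9.22 and 7.95, so that the groups overlapped (edgeR log2 fold change 1.31 with a standard error of 0.68, adjusted p = 0.304; exact permutation p = 0.223). For miR-100-5p the level was 9.42 ± 1.67 (SD, n = 8) in HCC mice and 8.94 ± 0.42 (SD, n = 5) in non-HCC mice. The HCC mice had 8.79, 11.23, 7.26, 11.41, 11.24, 9.33, 7.73 and 8.40 and the non-HCC mice 8.85, 9.24, 8.32, 9.43 and 8.88, and 3 of the 8 HCC mice lay above all non-HCC mice (edgeR log2 fold change 1.20 with a standard error of 0.72, adjusted p = 0.404; exact permutation p = 0.529). With TMM scaling the fold change of miR-100-5p was 0.16 and that of miR-214-3p was 0.42.

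Of the 7, 4 passed an adjusted p of 0.05 over all miRNAs tested, and 5 passed when the p-values were adjusted over the list alone, taken with the other 3 human HCC markers. The study chose the 7 from these libraries, so neither count, nor the mean over the 7 below, is independent evidence. Averaged over the 7, the level of a mouse was 11.85 ± 1.795 (SD, n = 8) in HCC mice and 9.51 ± 0.29 (SD, n = 5) in non-HCC mice (exact permutation p = 0.0264), and the HCC mice differed widely. HCC mice 2, 4 and 5 lay above all non-HCC mice in each of the 7 miRNAs, HCC mice 3 and 7 in only 1 of them. The libraries of HCC mice 2 and 5, and of 3 and 7, were so alike that they may not be separate animals. The labels name them as separate mice. From the overlap of these miRNAs with human markers, the paper proposes in its discussion that mouse models can be used to find markers of human HCC.

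**Figure D1:**
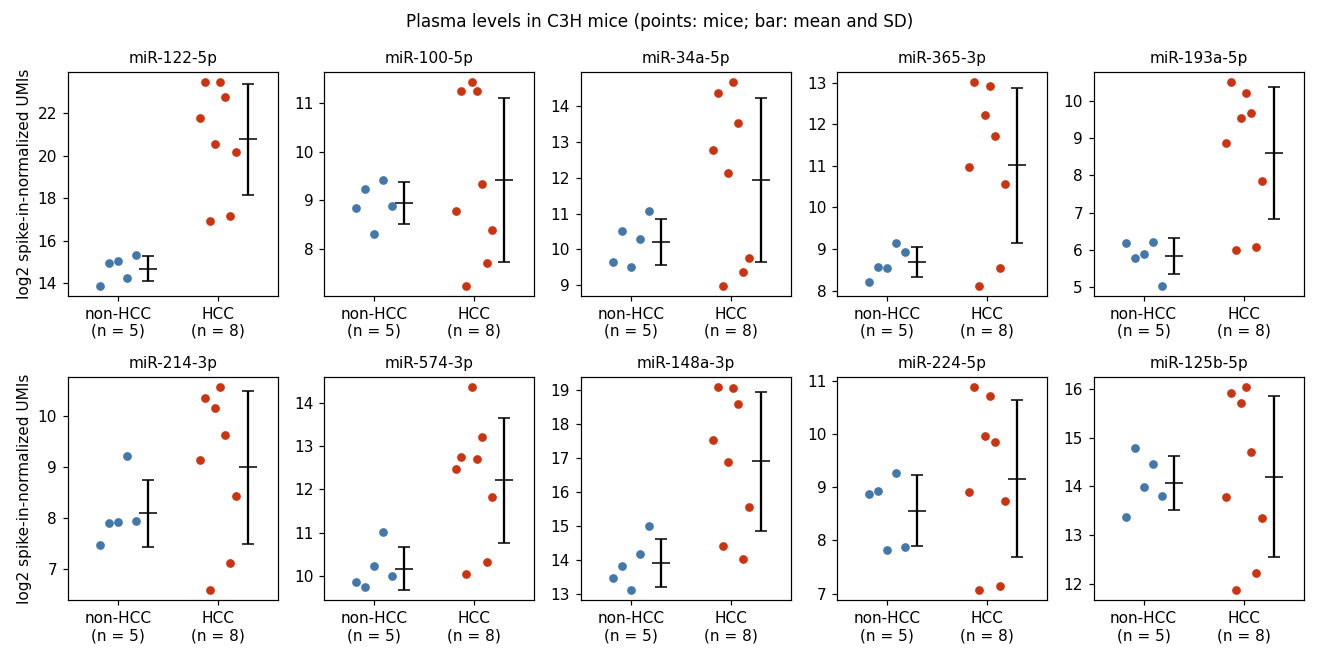
Log2 spike-in-normalized UMIs of 10 miRNAs in plasma of C3H mice, with 1 point per mouse for 5 non-HCC mice (blue) and 8 HCC mice (red). The bars give the mean and SD of each group, and for miR-122-5p all 8 HCC mice lie above all 5 non-HCC mice, while for miR-100-5p 3 of 8 do.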

The seven common miRNAs were significantly increased (p < 0.05) in C3H mice bearing radiation-induced HCC (Fig. 4A) and in F2 HCC-bearing mice at 18 months post radiation (Fig. 4B). In C3H mice, the seven miRNAs in radiation-induced HCC also showed significant increase when compared to spontaneous HCC (p < 0.05). In F2 mice, four of the 7 miRNAs, miR-122-5p, miR-100-5p, miR-34a-5p and miR-365-3p, increased significantly as early as 12 months after radiation (p < 0.05). MiR-34a-5p increased significantly at 6 months (p < 0.05). Of the 3 human HCC markers did not overlap with mouse hub miRNAs, miR-148a-3p and miR-224-5p were significantly increased in two mouse cohorts; miR-125b-5p only increased in C3H cohort.

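In the C3H cohort, the 3 human markers outside these 7 were tested in the 8 HCC mice against the 5 non-HCC mice, and the F2 cohort was not analysed here. Mir148a lies on chromosome 6 of GRCm38 from 51269812 to 51269910 and overlaps no other annotated gene. The log2 level of miR-148a-3p was 16.89 ± 2.04 (SD, n = 8) in HCC mice and 13.90 ± 0.72 (SD, n = 5) in non-HCC mice, with 6 of the 8 HCC mice above all non-HCC mice. Its log2 fold change was 3.80 with a standard error of 0.89 (adjusted p = 0.0125 from edgeR's quasi-likelihood test; exact permutation p = 0.0140). On log2 values, limma did not call it (adjusted p = 0.0931). Mir224 lies on chromosome X from 72261031 to 72261112 in an intron of Gabre. The level of miR-224-5p was 9.16 ± 1.48 (SD, n = 8) in HCC mice and 8.56 ± 0.66 (SD, n = 5) in non-HCC mice, a log2 fold change of 1.03 with a standard error of 0.67 (edgeR adjusted p = 0.459; exact permutation p = 0.417), and the difference was smaller than the SD between HCC mice. MiR-125b-5p is encoded by Mir125b-1 on chromosome 9 from 41581926 to 41582002 and by Mir125b-2 on chromosome 16 from 77646273 to 77646343, and its UMIs cannot be assigned to either copy. Its level was 14.20 ± 1.66 (SD, n = 8) in HCC mice and 14.08 ± 0.55 (SD, n = 5) in non-HCC mice. The log2 fold change of 0.73 with a standard error of 0.69 was likewise within the spread between mice (edgeR adjusted p = 0.669; exact permutation p = 0.878). It turned to -0.32 with TMM scaling. Neither miR-224-5p nor miR-125b-5p was called under any alternative that was run, and their lowest adjusted p was 0.264 and 0.456.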

**Figure 4:**
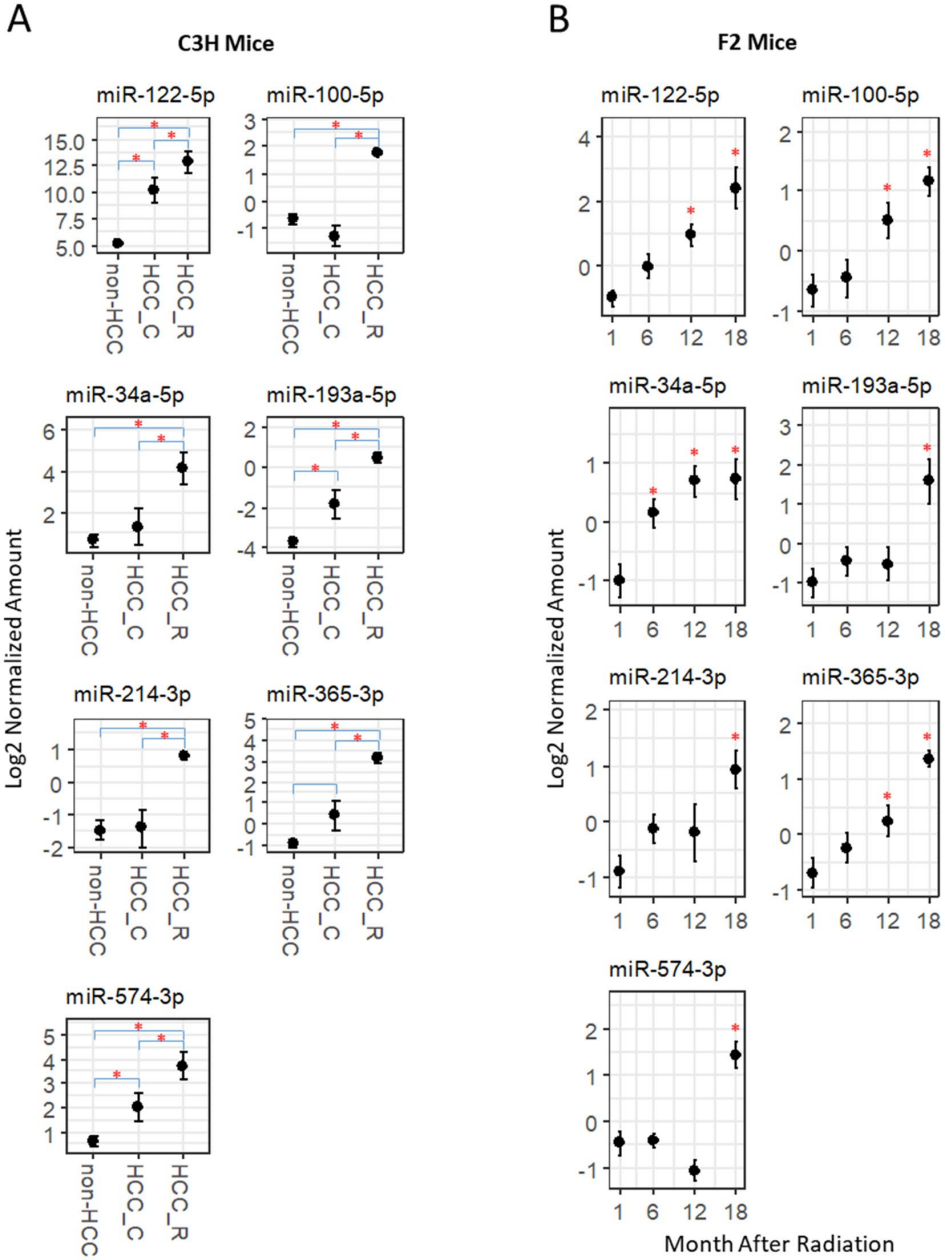
Human HCC-associated circulating miRNAs overlapped with mouse hub miRNAs in two strains of mice. (**A**) Mouse orthologs of human HCC circulating miRNA markers in the plasma C3H mice with HCC diagnosis. *HCC_R* radiation-induced HCC, *HCC_C* spontaneous HCC. Red star: significantly different between groups (p < 0.05). Error bar: standard error. (**B**) Mouse orthologs of human HCC circulating miRNA markers in the plasma of F2 mice with HCC diagnosis. Red star: significantly different from 1-month group (p < 0.05). Error bar: standard error.

### Early detection of HCC-associated circulating miRNA markers using change-point analysis

In the F2 cohort, HCC was detected by necropsy at a range of 3 to 400 days after the last plasma collection. The plasma levels of all the seven human/mouse HCC-associated miRNAs were correlated with the number of days between plasma collection and the HCC detection. The highest correlations were from the 4 miRNAs that were elevated early, that is, at 12 months post-radiation (Fig. 5). The correlation of plasma miRNA levels as a function of time prior to HCC detection suggested direct associations of the 7 circulating miRNA markers with HCC progression.

**Figure 5:**
Change point analysis using the time-series data from the mouse orthologs of the 4 human circulating miRNA markers. Plasma levels for the circulating miRNAs in the F2 mice were plotted against the number of days counted backwards from HCC detection. r: correlation coefficient between y and x axes. Dash line: the identified change points with statistical significance (p < 0.05). Red line: 95% confidence interval for each change point detection. Blue line: fitted line of the regression model. Green line: fitted line of the null model.

To estimate how early the increased circulating miRNA markers were detectable before HCC diagnosis, we fitted the time series data for the circulating miRNAs in F2 HCC mice to a segmented linear regression model (strucchange::breakpoints)^26^ that detected change points in the regression data structures. The model identified significant change points in 4 circulating miRNAs (p < 0.05) among the 7 orthologs of the human HCC miRNAs. Two change points were identified for miR-122-5p at 13.3 months and 5.5 months prior to HCC detection. Change points were detected at 10.4 months for miR-100-5p, at 17.5 months for miR-34a-5p and at 6.8 months for miR-365-3p. The 95% confidence ranges at each change-point were also calculated (Fig. 5). The model did not detect any change points with statistical significances for the other 5 circulating miRNAs.

## Discussion

Early detection of HCC is critical for improvements in therapeutic outcomes. Currently, the only clinically used serological HCC marker is alpha-fetoprotein (AFP)^27–29^. And although it has been shown that clinical practice may benefit from the use of AFP, the marker suffers from low sensitivity and specificity for detecting early stage disease^30,31^. Previous studies suggested that circulating miRNAs were more sensitive than AFP and other markers, particularly when it came to detection of early-stage tumors^32^. These findings suggested that circulating miRNAs could serve as sentinels of disease onset in high-risk populations.

Conventional differential expression analysis, which usually identifies hundreds of differentially expressed miRNAs in tumor, generates significant species-specific bias. We implemented WGCNA analysis and identified a small number of hub miRNAs from a large pool of integrated miRNA-mRNA datasets. The selection for hub miRNAs was based on both mathematical and biological criteria. For example, the hub miRNAs had to be key members in a gene network that was significantly associated with the phenotype, i.e., HCC, and they also co-existed with their gene targets in the same network. The hub miRNAs were independently validated on a different genetic background. The validated HCC markers consisted of 38 circulating miRNAs that were involved in molecular pathways such as p53, apoptosis signaling, Pten signaling, mTor and Erk/Mapk signaling pathways. These pathways are known to be associated with HCC in both mouse models and humans^25,33,34^.

Many variables affect the results of circulating miRNA experiments and previous reports have revealed inconsistencies amongst data generated from different labs. We avoided common experimental artifacts by removing platelets during plasma separation and screening for hemolysis in plasma samples. We have also identified that there were significant fluctuations of circulating miRNAs levels at different ages (Supplementary Fig. S1). We therefore performed all the time-series analysis using age-corrected values. We selected the 10 human HCC circulating miRNAs markers because they were the only published miRNA panel that was validated in 3 independent patient cohorts^17^. Seven of the 10 human circulating miRNAs overlapped with the HCC-associated mouse hub miRNAs, suggesting the feasibility of using mouse models to identify human HCC markers.

In the C3H mouse cohort, the levels of circulating miRNA biomarker candidates were higher in radiation-induced HCC than in spontaneously arising HCC. C3H mice have a higher background HCC incidence, ~ 15%, compared to other inbred strains^35^. This suggests that within an HCC-susceptible genetic background, circulating miRNAs were more specific to carcinogen-induced HCC than for spontaneous HCC. In the time-series study using F2 mice, four circulating miRNAs, miR-122-5p, miR-100-5p, miR-34a-50 and miR-365-3p, showed significant correlations with the time remaining until tumor detection, suggesting their potential as tumor stage markers. These 4 miRNAs also have important biological functions in HCC and other cancers. MiR-122-5p is the most abundantly expressed miRNA in the liver, and its expression was reported to be downregulated in HCC tumors and elevated in the plasma of HCC patients^17,36,37^. Mir-122 is involved in cell cycle, p53 and other cancer signaling pathways^38,39^. MiR-34a-5p is directly regulated by the tumor suppressor p53 and has been reported to be dysregulated in various human cancers^39,40^. MiR-100-5p and miR-365-3p are known to modulate apoptosis and cell growth and both are downregulated in HCC tissues^41,42^. Low expression of miR-100-5p is associated with a worse prognosis for HCC^43^.

To estimate how early the changes occurred prior to HCC detection, we performed change-point analysis using the time-series data for the 4 sensitive circulating miRNA markers. We then used the breakpoint detection algorithm implemented in the strucchange R package designed for detecting changes within linear regression models^26^. The analysis suggested that the changes in the levels of these circulating miRNAs occurred months before HCC was detected, with some of the markers changed more than a year before the final diagnosis.

The early changes detected with the circulating miRNA markers suggested they can be used as sentinels for detection of early or even preneoplastic stage of HCC. Previous reports showed that circulating miR-122 and miR-100 were good markers not only for HCC, but also hepatitis and cirrhosis; miR-34a can differentiate HCC and cirrhosis from hepatitis; and miR-365-3p was specifically associated with HCC^17^. These results suggested that the combined usage of the 4 circulating markers can be useful in screening of HCC in certain high-risk individuals with chronic liver diseases. Other susceptible populations that could benefit from early HCC screening include individuals subject to environmental radiation exposures, e.g., astronauts in long-term deep space missions. For example, Edmondson et al., found HCC to be the second most abundant solid cancer induced by the types of radiations found in deep space^44^. These circulating miRNA sentinels have good sensitivity for detecting preneoplastic lesions or early-stage cancers. They have the potential to be valuable tools for health monitoring during future human space expeditions and facilitate the development of cancer preventative measures.

## Methods

### Mice and irradiation

The study was approved by the Institutional Animal Care and Use Committee at the University of Texas Medical Branch, Colorado State University and Brookhaven National Laboratory. All experiments were performed in accordance with relevant guidelines and regulations. The study was reported in accordance with ARRIVE guidelines. Male C3H mice were irradiated and maintained as described previously^25,35^. Blood samples were obtained via cardiac puncture at the time of necropsy. In total, 5 non-HCC and 8 HCC samples from C3H mice, including 5 spontaneous and 3 radiation-induced, were used in this study. The F2 mice were the second generation progeny from mating of BALB/c females and C3H males. Radiation and maintenance of F2 mice were described previously^45^. Blood samples of F2 mice of both sexes were collected from the tail vein at 1 month, 6 months, 12 months and 18 months after irradiation without sacrificing the animals. In total, 53 blood samples from 15 HCC-carrying F2 mice (7 females, 8 males) were used in this study. All HCC diagnoses were determined by histological examination from tissue biopsies.

### Plasma preparation

Blood was collected in tubes containing EDTA to prevent coagulation and was centrifuged at 1300 rcf for 10 min at 4 °C, followed by collection of plasma from above the buffy coat. The plasma was centrifuged at 1500 rcf for 10 min, and at 10,000 rcf for 20 min, at 4 °C. Each plasma sample was screened for hemolysis by measuring the hemoglobin concentration using the Harboe Direct spectrophotometric method with Allen correction^46^. Samples with Hb concentration > 0.02 mg/l were excluded from the study.

### RNA isolation and next generation sequencing

Total RNA from was isolated using 50 µl of mouse plasma. The sample volumes were brought up to 200 µl with water and then processed for RNA purification using the miRNeasy Serum/Plasma Advanced Kit from Qiagen. Synthetic miRNA mimics, UniSP2, UniSP4 were added to each sample before isolation. A QIAseq miRNA Library Kit was used to build molecular-barcoding-enabled sequencing libraries. Small RNA sequencing was performed at the Qiagen Genomics Service Core using an Illumina NextSeq500 sequencer. The read length was 76 nt, single-end read.

### Preprocessing of sequencing data

The sequence reads were aligned with *Mus musculus* reference genome GRCm38. MiRNAs were annotated according to mirbase_20. The aligned reads were de-barcoded to produce counts of Unique Molecular Index (UMI) corresponding to miRNAs. The UMI counts of miRNAs were normalized using the mean UMI counts of UniSP2 and UniSP4 spike-ins from each sample. The data were log2 transformed and used for subsequent analysis. Due to the significant fluctuation in circulating miRNA levels at different ages (Supplementary Fig. S1), we also normalized each miRNA with the values from HCC-free mice at the corresponding age.

### Identification of hub miRNAs in miRNA/mRNA co-expression networks

Construction of co-expression networks was performed using the WGCNA package in R according to the guidelines published by the developer. The gene expression data of the C3H cohort was published previously^25^ and deposited in GEO (GSE166653). We combined the gene expression profiles with miRNA sequencing data from each mouse. We subsequently removed miRNAs/mRNAs with low variances (coefficient of variance < 0.1). The resultant 30,439 features were used for network construction. The soft-threshold power was set at 6. The association of each co-expressed network/module with the HCC phenotype was analyzed using the limma package^47^ by fitting the eigenvalues of the networks against sample groups (normal, spontaneous HCC and radiation-induced HCC). False discovery rates (FDR) were calculated from p-values of F-tests. The significance cutoff was an FDR < 0.2. MiRNAs that displayed a strong membership (FDR < 0.2) with the HCC-associated modules were selected as hub-miRNA candidates. These candidates were screened for gene targets using TargetScan and mirRDB database and the miRNAs that co-existed with their predicted gene targets were identified as HCC-associated hub miRNAs.

### Confirmation of hub miRNAs and comparison with human HCC-associated circulating miRNAs

The R package limma was used to identify miRNA changes with statistical significance in the time series dataset (FDR < 0.05). Pathway analyses of the miRNA targets were performed using the Ingenuity Pathway Analysis software from Qiagen. The signaling pathways were considered significantly enriched with an FDR < 0.05 and absolute z-score > 0.5. Mouse orthologs of human miRNAs were retrieved from mirbase20. Correlation coefficients were calculated by spearman correlation analysis using normalized miRNA values and the negative number of days. Change points analysis was performed using the breakpoints detection algorithm from the strucchange package in R^26^.

## Supplementary Information

Supplementary Figure S1.

## Data Availability

Sequencing data of circulating miRNA profiles from C3H and F2 mice were deposited in Gene Expression Omnibus (GEO) and can be accessed via the accession number GSE196193.

# Supplementary material for: Orthologs of human circulating miRNAs associated with hepatocellular carcinoma are elevated in mouse plasma months before tumour detection
**Source:** Sci Rep. 2022 Jun 28;12:10927. doi: 10.1038/s41598-022-15061-5
**Supplement:** Supplementary file 1 — Supplementary Figure S1.

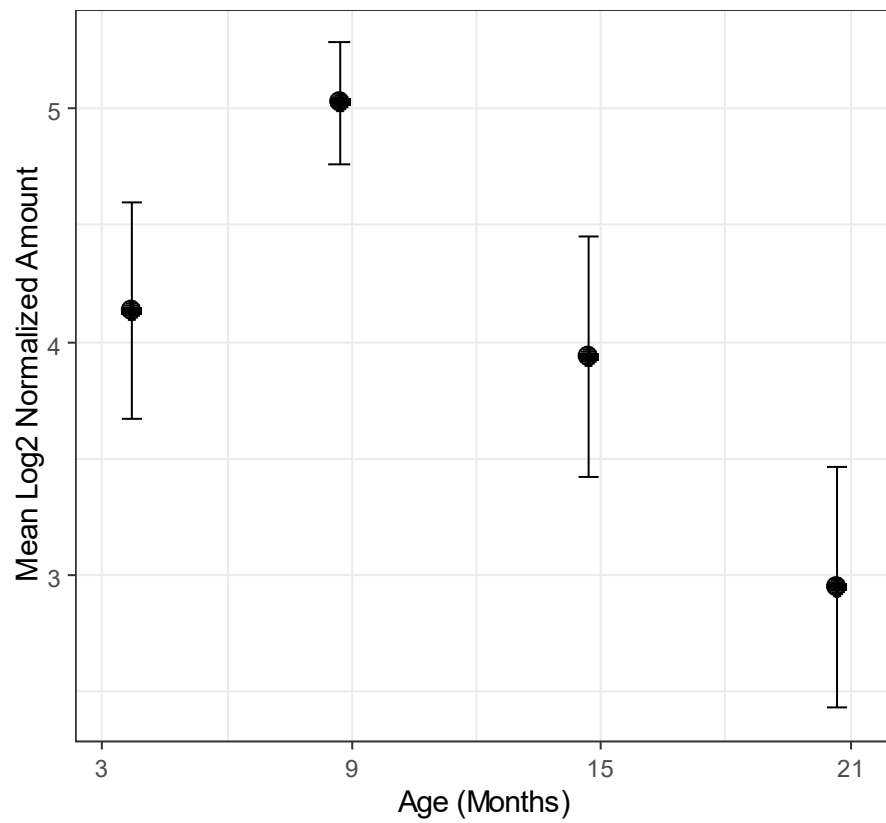

Fig. S1. Fluctuation of averaged hub miRNA levels in the plasma of F2 mice at different ages. Error bar: standard error.

How the deposited data were processed for this re-analysis (not part of the article)

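Circulating miRNAs were measured by small RNA sequencing in plasma of 13 male C3H mice, 8 with HCC and 5 without. The authors aligned the reads to GRCm38, annotated miRNAs by miRBase, collapsed the molecular barcodes and deposited UMI counts per miRNA and mouse, without normalization and with the counts of both spike-ins. Each column was assigned to a mouse by the mouse name that the sample labels give. Groups and numbers of mice were taken from the labels and the paper's methods. A second table of the authors, for the F2 mice, holds 53 columns of counts whose names match no label, so none of these 53 columns was used, and the results on F2 mice, the change points and the correlations with the time of detection were not analysed here.

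From the counts as deposited, edgeR 4.0.16 in R 4.3.3 was used for the comparison of HCC with non-HCC mice, with the quasi-likelihood test, Benjamini-Hochberg adjustment and a threshold of 0.05. The library scale was the mean UMI count of UniSP2 and UniSP4, as in the paper's methods. The standard error of a log2 fold change is its size over the square root of the quasi-likelihood F. MiRNAs with at least 5 UMIs in at least 5 mice were tested, which given the lowest listed value of 10 acts as a minimum of 10. Levels per mouse are log2 of the count plus 1 UMI over the spike-in mean, put on the scale of the geometric mean over the mice. Single miRNAs and lists were also compared by exact two-sided permutation of the mice over all 1287 splits, with numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15. Every statement on depth rests on UMIs, so that amplified copies of a molecule are counted once. The spread between mice, and not counting error, sets the precision of the miRNAs named.

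The miRNAs named in the text follow a rule set before the data were examined. They are the panel of 7 and the 3 other human markers, the 3 risen and 3 fallen miRNAs with the smallest p among those past the threshold, of which none had fallen, and lists of miRNAs of red cells (miR-451a, miR-144-3p, miR-144-5p, miR-486a-5p, miR-16-5p, miR-363-3p), of platelets and leukocytes (miR-223-3p, miR-142a-3p, miR-142a-5p, miR-150-5p, miR-126a-3p), of liver (miR-122-5p, miR-122-3p, miR-192-5p, miR-194-5p, miR-101b-3p) and of muscle (miR-1a-3p, miR-133a-3p, miR-206-3p, miR-208b-3p, miR-499-5p). Alternatives set before the data were examined were TMM factors, each spike-in alone, limma 3.58.1 on log2 values, DESeq2 1.42.0 with its own and with spike-in size factors, no filter and a filter of 20 UMIs, the replicate number as a block, and each mouse left out. Summing pairs of similar HCC libraries was added after the data were seen.

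Genes of miRNAs were placed by the GENCODE M21 annotation of GRCm38 through their names, which matched 1760 of the 1826 miRNAs. For the tests by genomic cluster, miRNA genes whose starts lay within 50000 bases of the next were joined, and clusters with at least 5 miRNAs tested were kept. The edgeR comparison was tested on simulated counts of 1452 miRNAs in 13 libraries, with values under 10 set to 0. Of 146 miRNAs that were changed 8-fold and passed the filter, 39.7% were recovered, 99.3% had the right sign, and 1.69% of the calls were false, so that many changes of this size go uncalled with this spread between mice. In the same comparison the miRNAs that were raised had a median fitted log2 fold change of 2.90 and those that were lowered one of -3.73, so that the fitted size of a fall was overstated. The cluster test was run on simulated counts in which 1 cluster was raised 8-fold. It gave that cluster an exact permutation p of 0.000777, the smallest possible, and a p under 0.05 to 1 of 20 unchanged clusters. Members were drawn independently there and values under 10 were kept. Real members are not independent, so the power of the cluster test on these data is not shown. The co-expression modules, the hub miRNAs as a list and the pathways were not analysed here.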

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

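The tests of the X-linked cluster and of muscle RNA, red cell RNA and the spike-in scale in single mice were chosen after the values were seen. Groups of 5 or 8 mice were searched for a mouse far from the others in 80 comparisons, which chance alone gives in about 1 of 20. In 5 of the 80 a mouse stood apart, about as many as chance gives. Chance is therefore not excluded for any of these 5.

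A group of miRNA genes on chromosome X of GRCm38 from 66776757 to 66839125, which the paper's text does not discuss, was higher in HCC mice. Of its 18 miRNAs tested, 13 passed an adjusted p of 0.05 in edgeR. Members of a cluster are not independent, so their UMIs were summed per mouse. The mean log2 sum was 10.36 in HCC mice and 6.27 in non-HCC mice, a difference of 4.09 (exact permutation p = 0.00466), which was not past the threshold after adjustment over the 21 clusters tested (adjusted exact permutation p = 0.0979) and was with TMM scaling (adjusted exact permutation p = 0.0163). The summed UMIs were 52 to 184 in non-HCC mice, 13446 in HCC mouse 4, 164 in HCC mouse 8, and 715 to 1404 in the other HCC mice. A lift of all miRNAs by the spike-in scale is argued against by the difference of 3.63 that was left with TMM scaling (exact permutation p = 0.00155). HCC mouse 4 alone does not account for it, since without it the difference was 3.56 (exact permutation p = 0.00631). Reads shared between copies of miR-465 are not needed, since without miR-465 the difference was 3.63 (exact permutation p = 0.00466). Setting each 0 of the non-HCC mice to 9 UMIs, the most an entry of 0 is taken to hide, left 2.99 (exact permutation p = 0.0171). RNA of another tissue was not tested for this cluster. The tumors themselves are a candidate source, as a hypothesis only, and the 5 members listed at 0 in all non-HCC mice have no fold change of fixed size.

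MiRNAs of the muscle list stood apart in 2 mice. Non-HCC mouse 2 had a mean log2 level of 10.83 over the list, against 9.65 in the next of its group, and 14.01 for miR-1a-3p, against 12.86 in the next. HCC mouse 4 had 12.73 for miR-499-5p, against 8.67 in the next of its group. Muscle RNA in these plasma samples may account for this. HCC mouse 4 was the highest HCC mouse in 4 of the 5 muscle miRNAs and non-HCC mouse 2 the highest of its group in 5 of 5, and with TMM scaling these counts were again 4 and 5. On the spike-in scale neither mouse was the highest of its group in any of the 5 liver or 6 red cell miRNAs, while with TMM scaling non-HCC mouse 2 was in 3 of the liver miRNAs. Of the 5 platelet and leukocyte miRNAs, HCC mouse 4 was the highest in 2 and non-HCC mouse 2 in 1, with either scale. HCC mouse 4 was also the highest in 2 of the 7 panel miRNAs, so its high levels were not limited to muscle miRNAs. A part played by the spike-in scale cannot be told apart, since with TMM scaling the mice were still the highest but no longer far enough from the others to stand apart. MiR-499-5p was then 11.91 in HCC mouse 4, against 9.71 in the next, a gap of 0.432 of the range of the group, and in non-HCC mouse 2 the list mean was 11.16, against 10.06, and miR-1a-3p 14.34, against 13.38. Blood was taken by cardiac puncture in all mice, so the sampling of single mice cannot be compared, and no biological explanation was tested.

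In non-HCC mouse 5, which stood apart in miR-363-3p, this miRNA was at 8.80, against 7.39 in the next of its group. MiR-363-3p is on the red cell list, and the mouse was the highest of its group in 6 of the 6 red cell miRNAs, miR-451a with 20.49 and miR-16-5p with 22.22 among them. It was also the highest in 4 of the 5 platelet and leukocyte miRNAs and in 5 of the 5 liver miRNAs, and it had the lowest mean spike-in count of its group. With TMM scaling these counts were 4 of 6, 4 of 5 and 1 of 5, and miR-363-3p was 8.38, against 7.98 in the next, a gap of 0.421 of the range of the group, so that it no longer stood apart. On the spike-in scale the mouse was the highest in only 2 of the 7 panel miRNAs and in 0 of the 5 muscle miRNAs. A lift of all miRNAs alike was therefore not seen in each list. Red cell RNA in this plasma sample and the spike-in scale still cannot be told apart as the source, since part of the values goes with each and neither is excluded. No biological explanation was tested.

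In non-HCC mouse 4, miR-214-3p was 9.22, against 7.95 in the next of its group. MiR-214-3p is part of the panel, and without this mouse its edgeR log2 fold change was 1.72, against 1.31 with all mice, still short of the adjusted threshold. With TMM scaling it was 9.46, against 8.59 in the next, and no longer stood apart. No explanation beyond the scale was looked at.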

How the results depend on the processing

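Summing similar HCC libraries was chosen after the data were seen, and all other alternatives before. The number of miRNAs changed in HCC, 109 in edgeR with the spike-in scale, was 44 with limma on log2 values, 217 with DESeq2 and its own size factors and 181 with DESeq2 and spike-in size factors, the cause not being tested. DESeq2 gave no adjusted p for 623 and 88 of the 1452 miRNAs in these runs. TMM scaling gave 139, UniSP4 alone 131, UniSP2 alone 109, no filter 117, a filter of 20 UMIs 106, and similar pairs summed 97. TMM scaling gave 107 higher and 32 lower and shared 96 of the 109 calls, and DESeq2 with its own size factors gave 156 higher and 61 lower and shared 88 of them, against 109 higher and 0 lower. On spike-in scales, 1 lower miRNA was called with UniSP4 alone and 2 with DESeq2 and spike-in size factors. The median log2 fold change of all miRNAs was 0.78 with the spike-in scale and 0.17 with TMM. With 1 mouse left out the count lay between 46 (without non-HCC mouse 1) and 157 (without HCC mouse 3). It was below 60 without non-HCC mouse 1, 2, 3 or 4. Of 100 splits of the 13 mice into 8 and 5, the real one included, 2 gave 109 calls or more. The other gave 153 and held 4 of the 8 HCC mice in its larger group, and the median of the other splits was 0.

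With the replicate number as a block, for mice 1 to 5 of each group, 146 miRNAs passed, and 165 in the same 10 mice without the block. Same-numbered mice did not deviate together (correlations over miRNAs from -0.131 to 0.0707), so the mice share only a number.

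Of the panel of 7, 4 were past the threshold. Limma on log2 values called 1, miR-122-5p, and the number lay between 2 and 5 with 1 mouse left out. MiR-122-5p, miR-122-3p and miR-2137 stayed past the threshold in all 23 alternatives. MiR-34a-5p passed in 8 of 23, and miR-100-5p and miR-214-3p in none. MiR-125b-5p reversed to -0.32 with TMM scaling and to -0.26 with DESeq2 and its own size factors, and the cause was not tested. It was called in none of the 23.

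All 1826 miRNAs had a coefficient of variation of at least 0.1 on linear values, and 1775 to 1826 with 1 mouse left out. It was 1486 on log2 raw values and 1241 on log2 counts over the unscaled spike-in mean. All alternatives set for the F2 results were not run, because the columns of that table could not be assigned to mice.

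Depth limits the rarest miRNAs, for which an entry of 0 is taken as fewer than 10 UMIs.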

Differences from the paper's values

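The paper gives 3 days as the shortest time from the last plasma collection to HCC detection in F2 mice, while the shortest time in the sample labels is 9 days. This value comes from the labels alone, so none of the alternatives applies.

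The paper gives all 7 panel miRNAs as raised in radiation-induced HCC of C3H mice. The paper names no adjustment for it. Its comparison is of 3 mice, which the labels do not identify. The 8 HCC mice here include 5 with spontaneous tumors, in which the paper reports lower levels, so the groups differ. Over all 8 HCC mice, 4 of 7 passed the adjusted threshold in edgeR. Mean log2 differences were close to those read from the paper's figure and weighted over its HCC groups. They were 0.48 against 0.51 for miR-100-5p, 0.91 against 0.93 for miR-214-3p and 1.74 against 1.7 for miR-34a-5p. MiR-34a-5p had an unadjusted edgeR p of 0.00454, and so is past 0.05 in edgeR as the paper gives it, and an adjusted p of 0.0583. Its unadjusted p was under 0.05 in 22 of the 23 alternatives, but not with limma on log2 values (p = 0.0924). The exact permutation p of miR-34a-5p was 0.127. It passed the adjusted threshold with UniSP4 alone, with DESeq2 under either size factors, with no filter, with the replicate block, and without HCC mouse 3, 7 or 8. MiR-214-3p (unadjusted edgeR p = 0.0674) passed the adjusted threshold in no setting that was run, but its unadjusted p was under 0.05 in 6 of the 23 alternatives, with UniSP4 alone (p = 0.0494), DESeq2 and spike-in size factors (p = 0.0351), the replicate block (p = 0.0439), and without non-HCC mouse 4 (p = 0.0358), HCC mouse 3 (p = 0.0277) or HCC mouse 7 (p = 0.0347). MiR-100-5p (unadjusted edgeR p = 0.110) passed neither adjusted nor unadjusted in any setting that was run, with a lowest unadjusted p of 0.0557, without HCC mouse 3.

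The paper also gives miR-224-5p and miR-125b-5p as raised in the C3H cohort, and its text does not say which HCC mice were compared. The values here are over all 8 HCC mice, so the groups compared may differ. The edgeR log2 fold changes of miR-224-5p and miR-125b-5p, 1.03 and 0.73, had unadjusted p-values of 0.139 and 0.300. No setting that was run called either miRNA, adjusted or unadjusted, with lowest unadjusted p-values of 0.0709 and 0.176.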

Other observations

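The tests of the panel relative to each list, of mean levels per mouse, of library similarity and by genomic cluster were chosen after the values were seen, while the marker lists and the comparison of their median fold changes with that of all miRNAs were set before.

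Higher panel levels in HCC mice were weighed against other sources of RNA in plasma. The study chose the panel from these same libraries, which favours a rise of the panel in each test. The p-values of the panel are therefore not independent evidence. For a lift of all miRNAs by the spike-in scale, the planned measure was the panel's median log2 fold change with TMM scaling. It was 1.79, against 0.17 for all miRNAs, but did not exceed the SD of 2.01 between the 7 miRNAs, so that it does not decide by itself. The lift is argued against by the 4 panel miRNAs still called with TMM scaling and by the panel's mean log2 level, which was still higher by 1.88 in HCC mice (exact permutation p = 0.00311). This holds for the panel as a set and not for miR-100-5p, whose mean levels differed by 0.02 with TMM scaling. The red cell list did not rise, with a median log2 fold change of -0.54 against 0.78 for all miRNAs, and the panel rose by 3.35 relative to it (exact permutation p = 0.00389), which argues against haemolysis. The platelet and leukocyte list had a median of -0.69, and the panel rose by 3.45 relative to it (exact permutation p = 0.000777, the smallest possible). The falls of both lists rest in part on non-HCC mouse 5, which was high in them on the spike-in scale. Without it the medians were -0.07 for red cells and -0.19 for platelets and leukocytes, against 1.01 for all miRNAs, and the panel still rose by 3.03 relative to the red cell list (exact permutation p = 0.0141) and by 3.07 relative to the other (exact permutation p = 0.00202, the smallest possible with 12 mice of which 4 are non-HCC). The red cell list includes miR-16-5p with 21.8% and miR-451a with 4.55% of all miRNA UMIs. The miRNA with the highest mean level on the platelet and leukocyte list, miR-142a-3p, was at 16.31 in HCC mice and 17.03 in non-HCC mice.

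Muscle RNA from cardiac puncture cannot be told apart as a contribution to the panel. By the planned measure the muscle list rose, with a median log2 fold change of 1.47 against 0.78 for all miRNAs, but its mean level relative to each mouse's median miRNA differed by -0.01 (exact permutation p = 0.984). The rise of the panel relative to the muscle list, 1.71, was within the spread between mice (exact permutation p = 0.0676), but past 0.05 without HCC mouse 3 (1.99, p = 0.0328), HCC mouse 4 (1.97, p = 0.0341) or HCC mouse 7 (1.93, p = 0.0442).

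The liver list shares miR-122-5p with the panel, which was left out of it here. Release of liver RNA is a candidate explanation that the values go with. The liver list without miR-122-5p rose by 2.68 in HCC mice relative to each mouse's median miRNA (exact permutation p = 0.00233), and miR-122-5p made up 2.20% to 42.7% of the miRNA UMIs in HCC mice and 0.180% to 0.424% in non-HCC mice. This is a hypothesis, since liver damage and tumor tissue were not measured apart.

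In 3 pairs of HCC mice, 1 and 6, 2 and 5, and 3 and 7, the libraries were closer than any 2 non-HCC libraries. The median absolute log2 difference over miRNAs with at least 200 UMIs was 0.142 to 0.177 within these pairs, 0.490 for the next of the 28 HCC pairs, and 0.218 to 0.536 for the 10 non-HCC pairs. One library deposited under 2 names is argued against by a chi-square per degree of freedom of at least 31.9. Whether the pairs are libraries from 1 animal or plasma sample cannot be told apart from similar disease, since no 2 libraries of 1 animal are known here to set beside the largest difference within the pairs, 0.177. The labels name separate mice. They were kept as separate mice. With each pair summed, 97 miRNAs were called, 87 of them among the 109.

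Besides the X-linked cluster, the largest cluster tested, on chromosome 12 from 109682197 to 109747960, held 53 miRNAs, of which 10 were called. Its summed level was 1.71 higher in HCC mice (exact permutation p = 0.0326, adjusted over 21 clusters 0.208), and 1.25 higher with TMM scaling (exact permutation p = 0.0171, adjusted 0.0870), so it did not pass in either.

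The cluster on chromosome 7 from 45121757 to 45173361, with 5 miRNAs tested, went the other way in its summed level. The median log2 fold change of its members was 0.28 with the spike-in scale. With the spike-in mean as the scale edgeR called 0 of the 5, with 2 at an unadjusted p under 0.05 and 0 called by limma. Its member miR-150-5p was called, lower in HCC mice, by edgeR with TMM scaling (log2 fold change -2.51, adjusted p = 0.000804) and with UniSP4 alone (adjusted p = 0.0461) and by DESeq2 with its own size factors, as was miR-150-3p there, and with spike-in size factors (adjusted p = 0.0353). Over all alternatives the adjusted p of miR-150-5p ranged from 1.96e-12 to 0.377, the latter without non-HCC mouse 5. The summed level of the cluster was lower in HCC mice, with a difference of -1.94 (exact permutation p = 0.0194, adjusted 0.204), and with TMM scaling it passed with -2.40 (exact permutation p = 0.000777, the smallest possible, adjusted 0.0163), the same adjusted p as the X-linked cluster. Of its UMIs 98.9% came from miR-150-5p, which is on the platelet and leukocyte list. Without this miRNA the difference was 0.03 with the spike-in scale (exact permutation p = 0.950) and -0.43 with TMM scaling (exact permutation p = 0.0528). Thus 1 miRNA may account for the lower sum, and not the cluster. Non-HCC mouse 5 alone does not, since without it the difference with TMM scaling was -2.16 (exact permutation p = 0.00202), though with the spike-in scale it was -1.53 (exact permutation p = 0.0566). With TMM scaling, edgeR also called miR-223-3p, miR-142a-5p and miR-142a-3p of that list lower (adjusted p = 0.0116, 0.0193 and 0.0338), but not miR-126a-3p (0.183). The list mean then differed by -1.57 (exact permutation p = 0.000777), and by -1.12 with the spike-in scale (exact permutation p = 0.117). A fall with TMM scaling was thus not limited to miR-150-5p. No biological explanation was tested.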
